A study of Danio rerio with 2 samples. Its data were reported in "Distinct melanocyte subpopulations defined by stochastic expression of proliferation or maturation programs enable a rapid and sustainable pigmentation response" (2024).

How the data were processed

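Single-cell RNA was measured in 2 libraries of cells sorted for a mitfa:GFP transgene from embryos of zebrafish aged 24 hours, 1 library with low and 1 with high GFP. The authors made the matrices with Cell Ranger, from a zebrafish reference whose build and annotation release are not given in the sources used here, so no coordinates are printed. The deposited matrices of each library hold raw counts, as UMIs per gene and cell, for 25107 genes. A deposited aggregated matrix of both libraries also holds counts, but the authors' aggregation had downsampled the high library to 86.6% of its own UMIs while the low library kept 100%. The counts in the main results therefore came from the matrix of each library. The clusterings made here, including the states of labelled cells, were computed on the aggregated matrix. The authors' cell table, made with Seurat, gives total counts, the mitochondrial percent, cell cycle scores, a cluster number and a melanophore label per cell, and 4 of its columns were not used. The scores and phases deposited by the authors entered no comparison.

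The table kept 4735 cells and left out 541 barcodes. Of those left out, 509 had a mitochondrial share of 5 percent or more, 31 of the other 32 had more UMIs in the aggregated matrix than the largest kept cell (19592), and 1 had neither. Clusters and the melanophore label were taken from the table. A cluster was called X-like from the markers fixed in advance when, among its 10 leading genes by fold with at least 50 CPM, the markers of 1 class outnumbered all other markers by at least 2. That counting rule was set after the leading genes were seen. Under it clusters 1, 2 and 9, with 815, 464 and 19 cells, stayed unnamed.

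UMIs were summed over cells per library and scaled to a common total, as CPM. Sums have exact Poisson intervals, ratios exact conditional intervals, and shares exact Clopper-Pearson intervals at 95%. List medians have intervals from 1000 Poisson draws. A side with 0 UMIs was set to a floor of 3 counts per library or state. No ratio was given where both sides were at or under the floor, or where the floor was not below the other side, and the latter condition was added after the data were seen. List medians were given only with values for at least 50% of the list. The percentile of a list median among 10000 random lists, drawn within 200 genes of like mean expression, describes these libraries and is no test. Rrm2 is listed under 2 gene IDs, whose UMIs were summed after this was noticed. Of the 28 list genes, 21 had the same symbol in the reference name table for their gene ID, and symbols follow the deposited files.

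The rules for named genes were fixed before the data were examined: the 3 lists, the 5 highest and 5 lowest ratios among genes with at least 200 UMIs in all cells and in the melanophore class, and 5 genes leading each state. The class was replaced by clusters 1 and 6, each by itself, because cluster 1 carried more markers of other classes than of melanophores.

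Labelled cells (1034) were clustered with Seurat 5.3.0 in R 4.3.3, with log normalisation, 3000 variable genes and 24 principal components, at the lowest resolution in steps of 0.05 that gave more than 1 cluster. Clusters for the proliferation and regulator lists were made without 110 cell cycle and regulator genes and oriented by pigmentation UMIs, with clusters above the level of all labelled cells on the pigment-high side. Clusters for the pigmentation list were made without that list and oriented by proliferation UMIs, with clusters above that level on the pigment-low side. These assignments were the same for 99.1% of the cells. For shares at equal depth, UMIs were drawn without replacement to a fixed number per cell, and shallower cells were left out. The median of 20 draws was used for each thinned value, in place of a single draw as first run, because single draws were seen to scatter. For cells with both programs the depth was the 10th percentile of labelled cells, 5969 UMIs.

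Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 9 of 5276 barcodes, too few to be usable, so the 5 percent of barcodes per library with the highest scores were left out as an alternative chosen after seeing the data. No doublets were removed in the main results. Other alternatives were TMM factors from edgeR 4.0.16, median-of-ratios scaling, totals without 13 mitochondrial and 94 ribosomal protein genes, all deposited barcodes, the aggregated matrix, equal weight per cell, a minimum of 20 UMIs, a pseudocount of 5 CPM, other clusterings and other thinning depths. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the remaining steps.

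The steps were tested on simulated data. For the comparison of high against low over all cells, run on 8231 genes with 200 changed by known folds, the sign was right for 200 of 200, and 95.5% of the intervals of changed genes held the true value. Of 200 lists of unchanged genes, 6.0% fell outside the central 95% of random lists. For cells with both programs, the ratio of observed to product was 0.962 for programs simulated as independent and 0 for exclusive ones in 931 cells, at single shares that leave room for 0.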

Results

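Cells carrying a transgene in which the mitfa promoter drives green fluorescent protein (GFP) were taken from zebrafish embryos aged 24 hours after fertilisation and sorted into a low and a high GFP fraction. Each fraction was sequenced as 1 droplet single-cell RNA library, so there were 2 groups with 1 library per group. Mitfa is the transcription factor that directs the melanophore fate, and melanophores are the black pigment cells of fish. The low library held 2671 deposited barcodes with 15888695 unique molecular identifiers (UMIs), and the high library held 2605 barcodes with 18225473 UMIs. The median was 5298 UMIs per barcode in the low library and 6414 in the high library. The authors' cell table listed 2361 cells of the low library with 14826056 UMIs and 2374 cells of the high library with 17545390 UMIs, and these cells were used below. Their median depth was 5732 UMIs and 1630 genes in the low library and 6858 UMIs and 1839 genes in the high library. The median mitochondrial share of UMIs was 1.62% in the low library and 1.83% in the high library. With no replicate libraries, no difference could be set against a spread between replicates and no test was run. Intervals are 95% intervals that cover counting error only, and each comparison describes these 2 libraries.

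The first comparison asked whether the sort was reflected in the endogenous mitfa gene (ENSDARG00000003732). Mitfa had 2024 UMIs in the low library, or 136.5 CPM (the UMIs of a gene scaled to a common total) with an exact Poisson interval of 130.6 to 142.6. It had 8296 UMIs in the high library, or 472.8 CPM with an interval of 462.7 to 483.1. The log2 ratio of high to low was 1.79, with an interval of 1.72 to 1.86. A mitfa UMI was seen in 14.9% of low cells, with an exact binomial interval of 13.5% to 16.4%, and in 38.2% of high cells, with an interval of 36.3% to 40.2%. Thinning every cell to 1000 UMIs moved these shares most, to 6.52% and 20.2%. In the neural progenitor-like cluster, which should lack the gene, a UMI was seen in 5 of 1001 low cells and in 2.61% of high cells. The median depth there was 4559 UMIs in the low and 4447 in the high library. Across the non-pigment clusters 2, 4, 5, 7 and 8 described below, the share was 0.377% to 3.57% of low cells. Of high cells it was 2.03% to 11.6%. Both upper ends were in the deeper muscle-like cluster, at medians of 9634 and 10490 UMIs. The reporter transcript itself was not analysed here.

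The authors' table placed the cells in 10 clusters, numbered from 0 to 9. By markers fixed in advance, cluster 0 was neural progenitor-like, cluster 3 xanthophore-like (yellow pigment cells), cluster 4 neuron-like, cluster 5 retina-like, cluster 6 melanophore-like, cluster 7 epidermis-like and cluster 8 muscle-like. Clusters 1, 2 and 9 were left unnamed. Cluster 1 was led by alx4a, mcamb and ednrab, cluster 2 by twist1a, meox1 and apoc1, and cluster 9 by ins, sst2 and sst1.2. Shares are of sorted cells, and with 1 library per GFP fraction an effect of the sort on them cannot be separated from one of the library. Cluster 6 made up 0.932% of the low library (22 cells, exact binomial interval 0.585% to 1.41%) and 8.30% of the high library (197 cells, interval 7.22% to 9.48%). Cluster 3 made up 3.30% of the low library (interval 2.62% to 4.11%) and 13.6% of the high library (interval 12.3% to 15.1%). Cluster 1 held 16.1% of low cells (interval 14.6% to 17.6%) and 18.3% of high cells (interval 16.8% to 19.9%), which overlapped. Cluster 9 had 19 cells in the low library and 0 of 2374 in the high library, which allows a share of up to 0.126% by 3 counts of the total and 0.155% by the exact interval. The authors' melanophore label covered 17.0% of low cells (402) and 26.6% of high cells (632), and these came from clusters 1 and 6 together. None of the genes that led cluster 1 was a melanophore marker, and 4 of its 10 leading genes were markers of other classes. Values are therefore compared within clusters 1 and 6 by number rather than within the label as a whole. Mitfa was at 399.8 CPM in low cells and 653.6 in high cells of cluster 1, and at 1699 and 1567 in those of cluster 6.

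**Figure D1:**
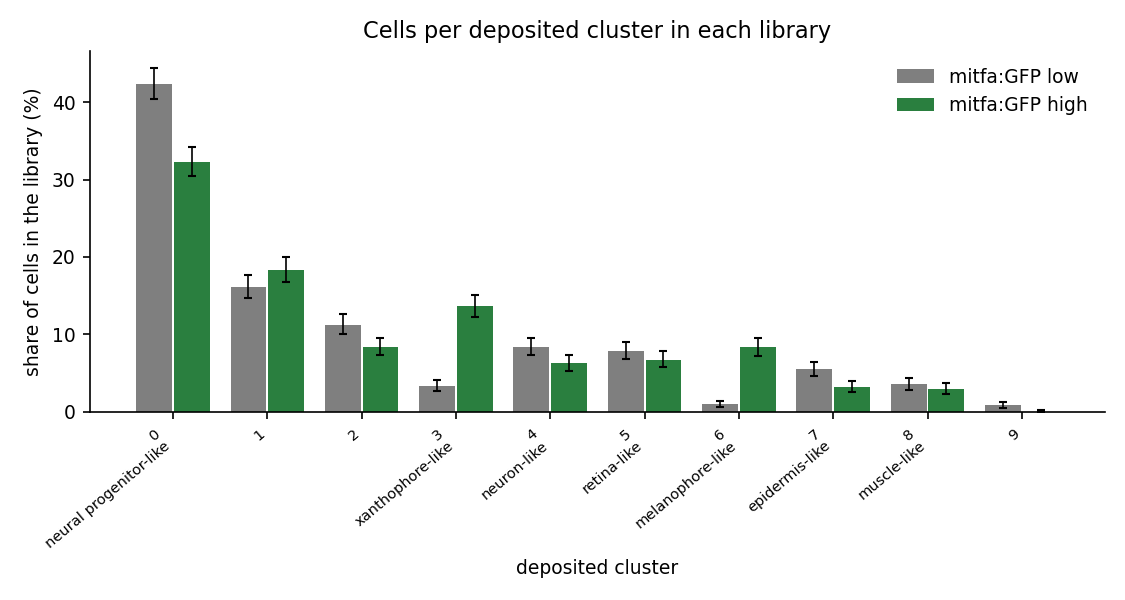
Share of cells (%) in each deposited cluster for the low (grey) and high (green) libraries, with exact 95% binomial intervals as bars. Clusters 3 and 6 had larger shares in the high library (13.6% and 8.30%) than in the low library (3.30% and 0.932%).

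The next comparison asked whether the GFP fractions differed in a fixed list of 10 pigmentation genes. Over all cells, each of the 10 genes was higher in the high library, with log2 ratios from 1.79 (mitfa) to 3.06 (mlpha, ENSDARG00000070991). The list median was 2.81 (interval 2.68 to 2.90), at percentile 100 of 10000 random lists of genes matched on mean expression. Scaling by the median of ratios moved the median most, to 2.97. That scaling and the TMM scaling shifted every log2 ratio over all cells by 0.16 and 0.13, so smaller differences are relative to that uncertainty. Dct (ENSDARG00000006008) rose from 90.9 to 692.6 CPM, and pmela (ENSDARG00000091298) from 82.9 to 582.3. Within cluster 1 the list median was 2.45 (interval 2.34 to 2.68), with 10 of 10 genes higher in the high library. The cluster also differed in its mix, since cells of the pigment-high state described below made up 29 of its 380 low cells and 176 of its 435 high cells. Within cluster 6 it was 0.17 (interval 0.08 to 0.26), with 8 genes higher and 2 lower, at percentile 95.8, and under TMM or median-of-ratios scaling 10 of 10 were higher. TMM scaling gave a median of 0.30 in cluster 6, where the low library had only 22 cells.

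The same comparison was made for a fixed list of 10 proliferation genes. Over all cells, each of the 10 was lower in the high library, with log2 ratios from -0.62 (pcna, ENSDARG00000054155) to -0.26 (aurkb, ENSDARG00000037640). The list median was -0.47 (interval -0.54 to -0.41), at percentile 0.18 of the random lists. It was -0.30 with equal weight per cell, the alternative that moved it most. The libraries also differed in their mix, with 42.4% of low and 32.3% of high cells in the neural progenitor-like cluster. In the non-pigment clusters, thinned to 5969 UMIs per cell, at least 2 list UMIs were seen in 78.2% of low and 79.0% of high cells. The part of this mix in the fall over all cells was not tested. Within cluster 1 the list median was -0.81 (interval -0.95 to -0.70), again with 10 of 10 genes lower. Pcna fell there from 315.7 to 129.6 CPM, and mki67 (ENSDARG00000091150) from 260.8 to 145.1. By clusters made without cell cycle genes, pigment-high cells, which had few proliferation UMIs, were 31 of 380 low and 183 of 435 high cells of cluster 1. Within its pigment-low cells the list median was -0.18 (interval -0.32 to -0.07), with 8 genes lower and 2 higher. Within its pigment-high cells it was -1.46 (interval -2.23 to -0.46) from 6 genes with a ratio. Setting the mix of the high library on the levels of the low library gave 70.0% of the fall in list CPM. In cluster 6 the difference was not detectable at this depth, since the low library had only 4 UMIs of the list.

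**Figure D2:**
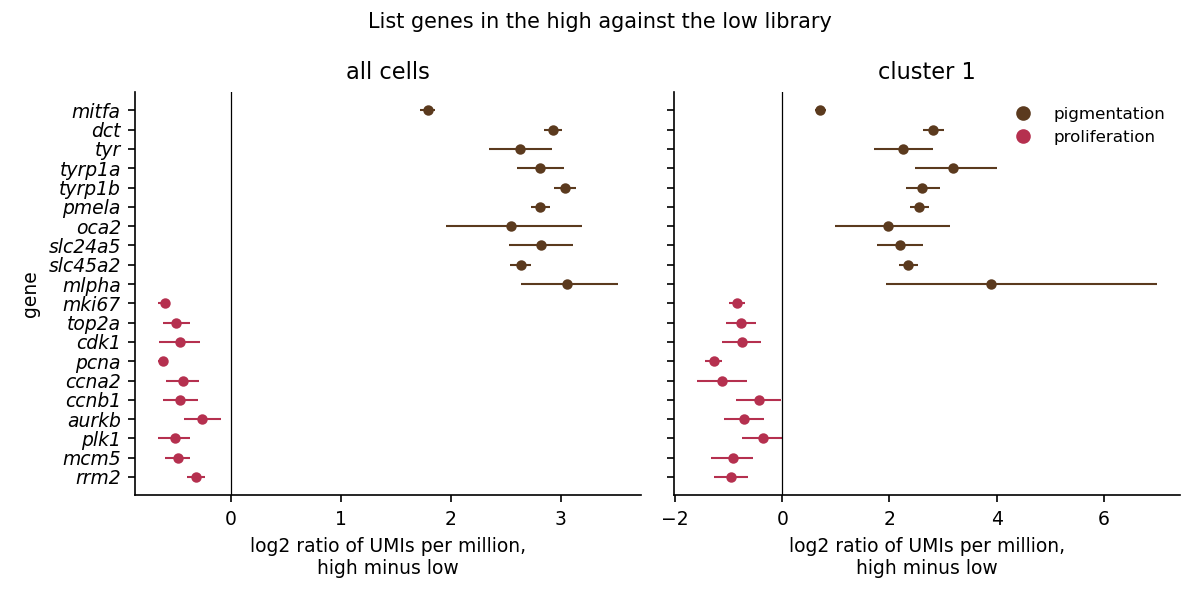
Log2 ratio of CPM, high minus low, for each pigmentation (brown) and proliferation (red) gene over all cells and within cluster 1, with 95% counting intervals as lines. The list medians were 2.81 and -0.47 over all cells and 2.45 and -0.81 within cluster 1.

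Genes with the largest ratios were named by a rule of size fixed in advance among genes with at least 200 UMIs. Over all cells, the 5 highest in the high library were rbp4l, tspan10, zgc:91968, si:ch211-243a20.3 and pip5k1bb, with log2 ratios from 3.88 down to 3.11. The 5 lowest were ins, sst2, sst1.2, s100a11 and rpl26. Ins (ENSDARG00000035350) had 3710 UMIs in the low library and 0 in the high library, which against a floor of 3 UMIs per library is at least 1463-fold lower. Sst2 had 1542 and 2 UMIs, for a log2 ratio of -9.83 with an interval of -12.88 to -7.98. Rpl26 (ENSDARG00000102317) fell from 1014 to 62.8 CPM, a log2 ratio of -4.01. Within cluster 1 the highest were tyrp1a, tspan10, icn, ocstamp and dct, from 3.19 down to 2.81, and the lowest were si:ch211-153b23.5, rpl26, msx2b, hirip3 and arhgap11a, from -4.23 to -1.54. Within cluster 6 the highest were cxcl19, sparc, fabp11a, cox7a2l and icn, from 1.78 down to 1.16, and the lowest were rpl26, atf3, h1-10, mdka and g0s2, from -3.82 to -1.19. The choice depended on the minimum count: with at least 50 UMIs, 3 of the 10 genes over all cells were shared.

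The study asked whether pigmentation and proliferation programs are kept in separate melanophores. Cells with the melanophore label were clustered again, and each list was measured on clusters made without its own genes. The lowest resolution that gave more than 1 cluster gave 2. Their sizes, too, are shares of sorted cells. The pigment-high state held 50 of 402 labelled cells of the low library (12.4%, interval 9.37% to 16.1%) and 372 of 632 of the high library (58.9%, interval 54.9% to 62.7%). Besides the list genes, it was described by zgc:91968, si:ch73-389b16.1, mt2, arhgef33 and kcnj13, and the other state by dlx5a, CABZ01058261.1, krt18a.1, si:dkey-108k21.10 and mmp17b. The shares depended on the clustering. At double resolution, which gave 3 clusters, or with the top doublet scores left out, only the cluster rich in proliferation UMIs stood apart under the rule that sets the sides. The remaining cells then made up 75.1% and 75.5% of low cells and 91.5% and 92.1% of high cells. Of the 3 clusters at double resolution, the one rich in pigmentation UMIs by itself held 11.4% of low and 55.9% of high labelled cells, with 9194 and 11400 CPM of the pigmentation list.

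Between the states, measured on clusters made without cell cycle genes, all 10 proliferation genes were lower in the pigment-high state in both libraries. The list median log2 ratio, pigment-high minus pigment-low, was -3.41 in the low library (interval -3.75 to -2.88) and -4.74 in the high library (interval -5.20 to -4.34). The first value includes plk1, mcm5 and rrm2 at the floor of 3 UMIs per state, since they had 0 UMIs in the pigment-high state of the low library. Summed over the list, the low library had 72.2 CPM in the pigment-high and 1035 in the pigment-low state, and the high library had 35.5 and 844.3. After thinning to 5969 UMIs per cell, at least 2 list UMIs were seen in 6.0% of pigment-high and 54.9% of pigment-low cells of the low library, and in 2.25% and 40.6% of those of the high library. The alternative that moved the median most was leaving out the top doublet scores, with -5.41 in the high library.

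On clusters made without the pigmentation list, all 10 pigmentation genes were higher in the pigment-high state in both libraries. The list median was 5.93 in the low library (interval 5.36 to 6.34) and 3.62 in the high library (interval 3.40 to 3.97). Dct was at 14.9 CPM in the pigment-low and 2248 in the pigment-high state of the low library, and at 151.3 and 2970 in those of the high library. Mitfa differed less, with log2 ratios of 1.82 and 1.26. Double resolution gave 3.82 in the low library, the value that moved most, because the pigment-high side then also held the cluster of 63.7% of low cells with 617.6 CPM of the list.

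The regulator list held 8 zebrafish genes chosen here to stand for members of the network that the study names (MITF-LEF1, RB, E2F, MYC and cyclins). E2f1 had at most 1 UMI per state and library and gave no ratio. The list median of the other 7 was -2.45 in the low library and -1.34 in the high library, each with 6 genes lower and mycb (ENSDARG00000007241) higher in the pigment-high state. Mycb had log2 ratios of 1.36 (interval 1.1 to 1.61) and 1.11 (interval 0.93 to 1.30), and with the high library clustered by itself the latter was 0.28. The log2 ratio of summed list UMIs was -0.08 in the low library and 0.05 in the high library, so median and sum differed in sign in the high library. Ccnd1 (ENSDARG00000101637) had log2 ratios of -1.61 (interval -2.11 to -1.15) and -1.10 (interval -1.30 to -0.91). Lef1 (ENSDARG00000031894) had -2.56 (interval -4.86 to -0.98) and -1.35 (interval -2.05 to -0.67). In the pigment-high state of the low library lef1 had 3 UMIs, and myca, rb1, ccne1 and ccne2 had 1 UMI each.

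**Figure D3:**
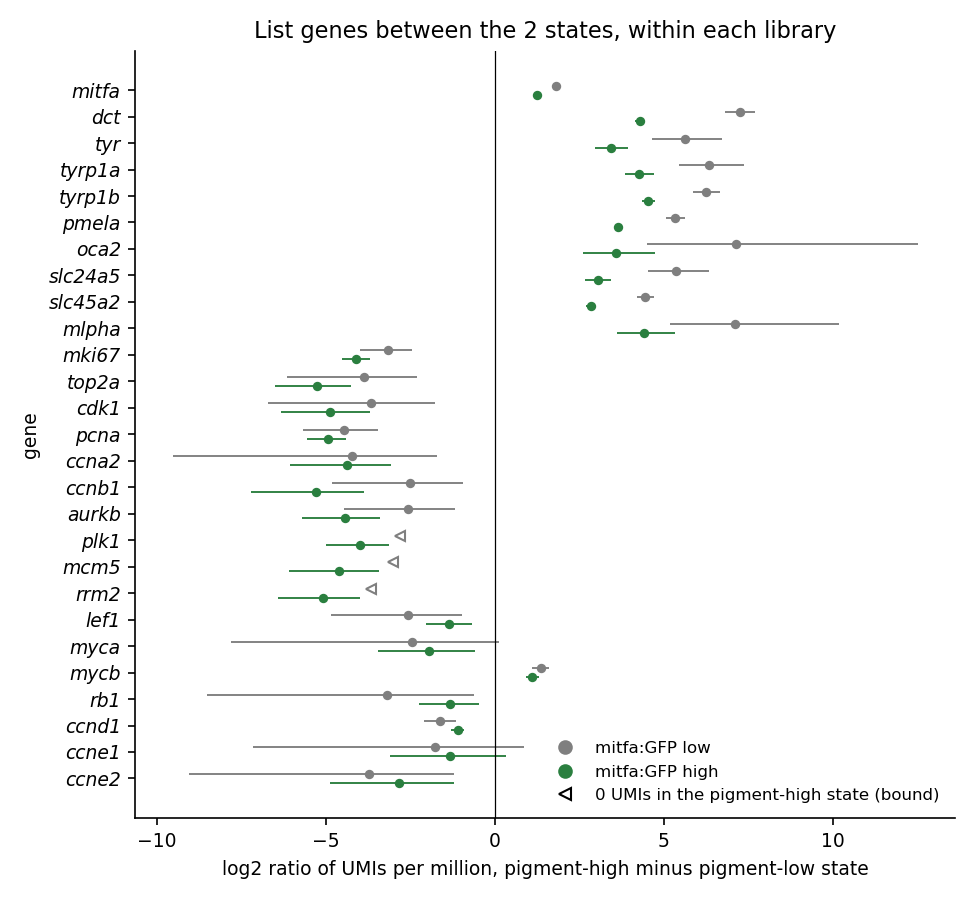
Log2 ratio of CPM, pigment-high minus pigment-low state, for each list gene within the low (grey) and high (green) libraries, with 95% counting intervals as lines and open triangles for bounds from 0 UMIs. Pigmentation genes were measured on clusters made without them, with medians of 5.93 and 3.62, and the others on clusters made without cell cycle genes, with proliferation medians of -3.41 and -4.74.

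A comparison that does not use the states, but rests on the authors' label, counted labelled cells with at least 2 UMIs of each list after thinning to 5969 UMIs. This left out 46 shallower cells of the low library and 57 of the high library. In the low library, 56.5% of 356 cells met the count for pigmentation and 48.3% for proliferation. Both were met in 17.7% (63 cells, interval 13.9% to 22.1%), against 27.3% for the product of the single shares, a ratio of 0.649. In the high library, 90.4% of 575 cells met it for pigmentation and 16.9% for proliferation, and both were met in 11.1% (64 cells, interval 8.68% to 13.99%) against 15.3%, a ratio of 0.730. Shares this large overlap even for programs kept apart as far as possible, so the ratio could not fall below 0.175 in the low and 0.479 in the high library. The ratio lay between 0.599 and 0.707 in the low library and between 0.688 and 0.776 in the high library over 20 thinning draws. Without mitfa in the pigmentation list it was 0.320 and 0.475. Both counts were then met in 3.65% of low cells (13 cells) and 6.09% of high cells (35 cells). Most low cells with both thus met the pigmentation count only with mitfa included. The study states that its pigment lineage cells were chosen by expression of endogenous mitfa. In non-pigment clusters at the same depth, at least 2 pigmentation UMIs were seen in 1.73% of low cells and 4.51% of high cells, and the ratio was 0.852 and 0.990. Thinning to 1000 UMIs gave ratios of 0.299 and 0.236, the largest move in the high library.

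**Figure D4:**
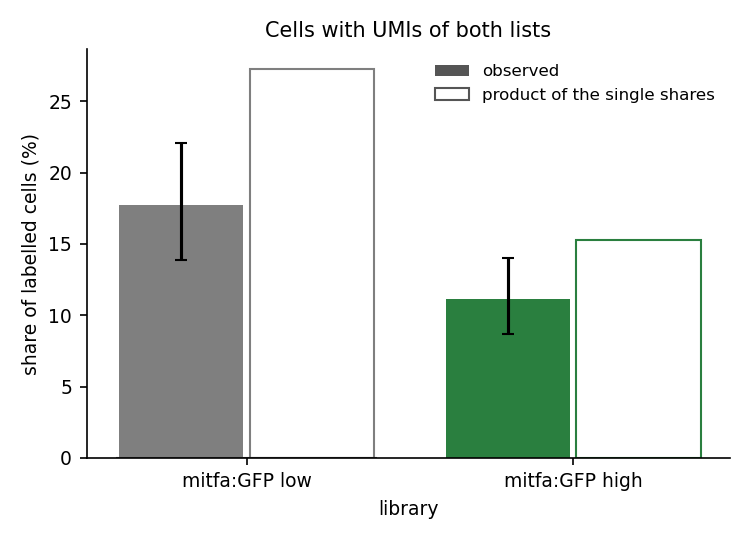
Share (%) of labelled cells with at least 2 UMIs of both lists after thinning (filled bars, with exact 95% binomial intervals) and the product of the single shares (open bars) in each library. The observed shares were 17.7% and 11.1%, and the products 27.3% and 15.3%. Without mitfa in the pigmentation list (not drawn), the observed shares were 3.65% and 6.09%, and the products 11.4% and 12.8%.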

Values the study reported

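The study described 2 clusters of zebrafish melanophores isolated at 24 hours post fertilisation. For all cells it stated a choice of 3,000 variable genes with 50 principal components, and for the pigment lineage 24 components. Genes detected in fewer than 3 cells had been removed.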

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

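Both tests of free RNA, the only ones in this part, were chosen only after the result was seen. Barcodes that the authors left out entered no main comparison, only the alternative that used all deposited barcodes. Some carried pigmentation UMIs, which is a signal in data outside the main measurement. At least 10 UMIs of the pigmentation list were found in 3.23% of 310 such barcodes of the low library (10 barcodes, exact binomial interval 1.56% to 5.85%) and in 14.7% of 231 of the high library (34 barcodes, interval 10.4% to 19.96%). Among kept cells the shares were 4.70% and 27.0%. Most of the left-out barcodes had a mitochondrial share of 5 percent or more.

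Free RNA from melanophores may give such UMIs in any droplet, and more in deep ones, so shallow and deep barcodes are taken apart. Of barcodes with a mitochondrial share of 5 percent or more, at a median of 882 UMIs in the low and 1060 in the high library, 8 of 288 (interval 1.21% to 5.40%) and 33 of 221 (interval 10.5% to 20.3%) had 10 list UMIs. At the highest level of a non-pigment cluster, that of cluster 5, only 0.401 and 0.0711 barcodes would reach this at their depth. Of the deeper kept cells in the other 5 non-pigment clusters, 0.119% of low (interval 0.0145% to 0.430%) and 0.556% of high cells (interval 0.224% to 1.14%) reached it. These values argue against free RNA as the source in that part in both libraries.

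Of barcodes with a lower mitochondrial share, at a median of 24590 UMIs in the low and 26210 in the high library, 2 of 22 and 1 of 10 had 10 list UMIs. The level of cluster 5 would give 14.7 and 5.13 barcodes, and the highest level without cluster 5, which may hold pigmented cells of its own, 0.0266 and 0.324. With so few barcodes and that spread of expected numbers, free RNA and pigment cells cannot be told apart there. The authors' filter and damage to pigment cells stay open for the first part, and a difference between GFP fractions stays open as untested.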

How the results depend on the processing

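No paired analysis was possible because each group had 1 library. Alternatives were fixed before the data were examined, except the doublet score limit, rebuilt clusters, clusters without pigment cell genes, states without cell cycle genes, the states within cluster 1, and several settings for single named genes, which were chosen after seeing the data. Under these alternatives no value whose counting interval left out 0 (or 1 for ratios of shares) changed direction, with single genes of cluster 6 tried only where named for their size and in counts of direction. In those counts the 2 pigmentation genes lower in cluster 6, mitfa (-0.12) and tyr (-0.04), were higher under TMM and median-of-ratios scaling. For the 20 main values with a counting interval, 91 alternative values lay within it and 39 outside it, and counts of shared genes have no interval. For the 117 values of single genes with an interval, 578 alternative values lay within it and 98 outside it. Where not stated otherwise, the cause was not tested.

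TMM scaling gave a pigmentation median of 2.94 over all cells and 0.30 in cluster 6, and a proliferation median of -0.34 over all cells. Median-of-ratios scaling gave 2.97, 0.30 and -0.31. Both scalings add 1 constant to every gene, which accounts for these moves. Equal weight per cell gave proliferation medians of -0.30 over all cells, -0.97 in cluster 1 and -4.30 between states of the high library. Within the pigment-low cells of cluster 1 the medians were 3.04 for pigmentation and -0.18 for proliferation, and within its pigment-high cells 0.24 and -1.46. Of these, 3.04 and -1.46 were larger in size than the medians of the whole cluster (2.45 and -0.81), and 0.24 and -0.18 were smaller. The mix of the high library on the levels of the low library gave 63.0% of the pigmentation gain in list CPM. For the proliferation fall it gave 70.0%. As these cells were clustered, the mix thus did not account for all of these values. Cells that the clustering placed on the other side may account for the rest, which was not tested. The part of the mix in the equal-weight moves was not tested either.

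Thinning lowered the share of cells with a mitfa UMI, by construction, to 9.86% in the low and 28.8% in the high library at 2000 UMIs and to 6.52% and 20.2% at 1000 UMIs. For cells with both programs, the ratio of observed to product was 0.299 and 0.236 at 1000 UMIs, 0.448 and 0.413 at 2000 UMIs, 0.363 and 0.498 with at least 4 UMIs, and 0.320 and 0.475 without mitfa, low library first each time. With at least 1 UMI it was 0.888 and 0.901, and the intervals of the joint shares (40.7%, 35.6% to 46.0%, and 24.0%, 20.6% to 27.7%) then took in the products of 45.9% and 26.6%. Large single shares leave little room there, as the lowest possible ratios were 0.777 and 0.868. The ratio was below 1 under each of these.

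Of the 10 genes with the largest ratios, a minimum of 50 UMIs shared 3 over all cells, 3 in cluster 1 and 2 in cluster 6. A minimum of 1000 UMIs shared 3 in cluster 1 and 1 in cluster 6.

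The states depended most on the clustering. At double resolution the pigmentation medians were 3.82 in the low and 4.31 in the high library, and the pigment-high side held 75.1% and 91.5% of labelled cells. These follow from the rule that sets the sides, since the cluster rich in pigmentation UMIs by itself held 11.4% and 55.9%. With the top doublet scores left out the medians were 4.41 and 4.90, the shares 75.5% and 92.1%, and the proliferation median of the high library -5.41. With each library clustered by itself the pigmentation medians were 6.49 and 4.42, the proliferation median of the high library was -4.21, and the pigment-high share of the high library was 90.4%. No value exists at 50% of the main resolution, where labelled cells formed 1 cluster, and no alternative used automatic doublet calls, which marked too few barcodes.

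Depth limits the low library in cluster 6, which had 22 cells and 4 UMIs of the proliferation list, and the pigment-high state of that library, where the list had 37 UMIs.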

Other observations

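The tests of depth, of a cycling group, of free RNA in cluster 1, in cells with both lists, in cluster 5 and for gch2, of the mix of cell types for rpl26, and the part of the gain in cluster 1 given by its mix, were chosen only after the result was seen.

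Proliferation genes were lower in the pigment-high state of both libraries. If the pigment-low state merely held another lineage without mitfa, the difference would be gone among cells with at least 3 mitfa UMIs, but the log2 ratio of summed UMIs there was -3.47 in the low library, the weaker of the libraries. Depth would work the other way, since pigment-high cells had at least 1.17 times the median UMIs of pigment-low cells in both libraries (intervals 1.08 to 1.27 and 1.09 to 1.24). A separate group of cycling cells carried most of the difference but, as clustered, not all of it. On the 3 clusters made without cell cycle genes, pigment-low cells outside that group had 255.8 CPM of the list in the low and 103.2 in the high library, against 73.7 and 34.6 in pigment-high cells, for log2 ratios of -1.80 (interval -2.32 to -1.31) and -1.58 (interval -1.93 to -1.22). Pcna gave much of this, with -3.19 and -2.66, while for mki67 the intervals (-1.37 to 0.31 and -1.29 to 0.11) took in 0. On clusters from all genes the list values were -2.43 and -3.19. There mki67 was lower past its interval in both libraries, with -1.03 (interval -1.95 to -0.22) and -2.13 (interval -2.74 to -1.55). Those clusters were made with the proliferation genes, so their values are not independent of the list. The clusters made without cell cycle genes may not be fully independent of it either. Over both libraries, 1 of those 3 clusters still held 1780 CPM of the list, against 185.8 and 39.1 in the others. Cycling cells that the clustering left outside the group may account for the rest, which was not tested. The pigment-low state had few melanin gene UMIs in the low library but more in the high library. On clusters made without the pigmentation list, dct and pmela were there at 14.9 and 42.65 CPM in the low library. In the high library they were at 151.3 and 182.9 CPM. The genes named as leading this state cannot bear on its identity, since the lists, and with them the melanophore markers, were left out of that choice. By dct and pmela, mainly in the low library, these cells may be less committed pigment lineage cells rather than a proliferating form of melanophores. That was not tested.

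Pigmentation genes were higher in the high library within cluster 1. A larger part of pigment-high cells contributed, since these rose from 29 of 380 to 176 of 435 cells, and the mix of the high library on the levels of the low library gave 63.0% of the gain of 1853 CPM. It was not the whole cause as clustered. Within the pigment-low cells 10 of 10 genes were higher, with a list median of 3.04 (interval 2.18 to 3.31) but a smaller log2 ratio of summed UMIs, 1.26 (interval 1.17 to 1.36, from 444.0 to 1066 CPM). Within the pigment-high cells the median was 0.24. Pigment-high cells that the clustering placed among the pigment-low ones may account for the rest, which was not tested. The gain in list CPM in cluster 1 was 17.0 times the largest gain in the 6 non-pigment clusters, which argues against free RNA as the whole source. A biological difference between GFP fractions stays open as a hypothesis, and library and fraction are confounded.

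Cells with both lists may partly be doublets. Of 127 such cells, 18.1% were among the top doublet scores (interval 11.8% to 25.9%), against 3.73% of 804 other labelled cells. With the top scores left out, the ratio of observed to product was 0.651 in the low and 0.697 in the high library. Free RNA of the pigmentation list would put 2 of its UMIs into labelled cells with 2 proliferation UMIs about as often as into non-pigment cells, which had them in 1.73% of low and 4.51% of high cells at that depth (upper end of the interval 6.69% in the high library). The share was 36.6% (from 29.4%) and 66.0% (from 55.7%). Without mitfa it was 7.56% (from 4.09%) and 36.5% (from 26.9%) against 1.59% and 3.53% (up to 2.82% and 5.52%). Both argue against that free RNA as the whole source. Free RNA of the proliferation list could not exceed its level in the pigment-high state, where 6.0% of low and 2.25% of high cells had 2 of its UMIs (up to 16.5% and 4.38%). Of labelled cells with 2 pigmentation UMIs, 31.3% (from 25.0%) and 12.3% (from 9.61%) had them, which argues against it as well. Without mitfa these were 15.5% (from 8.51%) and 7.94% (from 5.59%). There the intervals overlapped in the low library, so free RNA of the proliferation list and cells with both programs cannot be told apart with so few cells.

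Cluster 5, retina-like, had 437.1 CPM of the pigmentation list in the low library and 355.7 in the high library. These were at least 2.73 times the highest level in another non-pigment cluster of the same library, which argues against free RNA alone. Retinal pigment epithelium cells are a candidate source: after thinning to 2000 UMIs, which left out 61 of 345 cells, 76.5% (interval 50.1% to 93.2%) of the 17 cells with at least 5 list UMIs had a UMI of a fixed marker of that tissue in at least 50% of draws, against 4.49% (interval 2.34% to 7.72%) of the other 267. Of the markers, bhlhe40 had 72 UMIs and tmem88b 23 in the 17 cells, while rpe65a had 1 and rlbp1b 0. Without thinning, the other 267 cells carried 49 UMIs of bhlhe40 and 23 of otx2a.

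Gch2, a xanthophore gene, was seen in clusters other than the xanthophore-like one, in 38.7% to 49.7% of high cells and 2.38% to 9.14% of low cells across 6 clusters. Free RNA from xanthophores may be the source, since the share after thinning was at least 5.01 times higher in the high library, which had more xanthophore-like cells. In the muscle-like cluster the thinned intervals overlapped (0.0313% to 6.69% and 5.55% to 23.1%), and there free RNA and other sources cannot be told apart with so few cells.

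Cluster 9, with 19 cells, had hormone genes of the pancreas (ins, sst2, gcga) and 0 mitfa UMIs among 86446 UMIs, a limit of 34.7 CPM by 3 counts of the total and 42.7 CPM by the exact interval. It was found in the low library alone. Removal of such cells by the authors' filter would leave them among the barcodes left out of the high library, but 0 of these 231 reached the hormone UMIs of the lowest cluster 9 cell. Whether the sort gate or the embryos explain it was not tested.

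Rpl26 was lower in the high library by a similar factor in all of 9 clusters, with the log2 ratio nearest 0 at -3.77. A different mix of cell types would leave it near 0 within clusters. The other ribosomal protein genes had medians no lower than 0.01 in any of the clusters, which argues against a general fall of that family. Among 2771 genes with at least 20 UMIs in each of the 9 clusters, the next gene with the same direction in all was NDUFB1, with 0.51 nearest 0. UMIs counted for another gene may explain the loss, but the largest gain shared by all clusters was 537 CPM (rps9) against a smallest loss of 721 for rpl26, so this cannot be told apart from rps9 being higher by itself. A strain or clutch variant near the 3' end may also do so and was not tested.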
